# Amplification of a Cytochrome P450 Gene Is Associated with Resistance to Neonicotinoid Insecticides in the Aphid *Myzus persicae*

**DOI:** 10.1371/journal.pgen.1000999

**Published:** 2010-06-24

**Authors:** Alin M. Puinean, Stephen P. Foster, Linda Oliphant, Ian Denholm, Linda M. Field, Neil S. Millar, Martin S. Williamson, Chris Bass

## Abstract

The aphid *Myzus persicae* is a globally significant crop pest that has evolved high levels of resistance to almost all classes of insecticide. To date, the neonicotinoids, an economically important class of insecticides that target nicotinic acetylcholine receptors (nAChRs), have remained an effective control measure; however, recent reports of resistance in *M. persicae* represent a threat to the long-term efficacy of this chemical class. In this study, the mechanisms underlying resistance to the neonicotinoid insecticides were investigated using biological, biochemical, and genomic approaches. Bioassays on a resistant *M. persicae* clone (5191A) suggested that P450-mediated detoxification plays a primary role in resistance, although additional mechanism(s) may also contribute. Microarray analysis, using an array populated with probes corresponding to all known detoxification genes in *M. persicae*, revealed constitutive over-expression (22-fold) of a single P450 gene (*CYP6CY3*); and quantitative PCR showed that the over-expression is due, at least in part, to gene amplification. This is the first report of a P450 gene amplification event associated with insecticide resistance in an agriculturally important insect pest. The microarray analysis also showed over-expression of several gene sequences that encode cuticular proteins (2–16-fold), and artificial feeding assays and *in vivo* penetration assays using radiolabeled insecticide provided direct evidence of a role for reduced cuticular penetration in neonicotinoid resistance. Conversely, receptor radioligand binding studies and nucleotide sequencing of nAChR subunit genes suggest that target-site changes are unlikely to contribute to resistance to neonicotinoid insecticides in *M. persicae.*

## Author Summary

*M. persicae* is the most economically important aphid pest in many regions of the world due to its large host range and the damage it causes through direct feeding and through the transmission of plant viruses. This species has developed resistance to most classes of insecticide; and although, to date, the neonicotinoids have remained an effective control measure, recent reports of resistance in *M. persicae* represent a threat to the long-term effectiveness of this chemical class. Work on other insect species has shown that resistance can arise through increased production of metabolic enzymes (such as cytochrome P450s) that detoxify the insecticide. In this study we made use of recent advances in genomics to quantify the expression of all genes encoding detoxification enzymes in a resistant strain of *M. persicae*. We found resistance correlated with the over-expression of a single P450 gene, and we show that this is due to gene amplification. We also showed that over-expression of cuticular proteins and reduced penetration of insecticide through the cuticle may also play a role in resistance. These findings will influence the design and monitoring of management strategies that aim to slow or prevent the development of resistance.

## Introduction

Insecticide resistance in crop pests has been a mounting constraint on crop protection since the introduction of synthetic insecticides in the 1940s, and has been shown to develop through three main mechanisms. These are 1) increased production of metabolic enzymes (such as esterases, glutathione transferases and P450-dependent monooxygenases) that break down or sequester the insecticide, 2) structural changes (mutations) in the gene encoding the insecticide target protein that make it less sensitive to the toxic effect of the insecticide (e.g. acetylcholinesterase for organophospates/carbamates, the voltage-gated sodium channel for pyrethroids, and the GABA receptor for cyclodienes) and 3) reduced penetration of insecticide through the cuticle [1].

The peach-potato aphid, *Myzus persicae* is an economically significant pest in many temperate regions of the world causing direct damage to a broad range of arable and horticultural crops and transmitting more than 100 plant viruses [2]. As a result this species has been treated extensively with insecticides and has developed multiple resistance to many classes of compounds including organophosphates, carbamates and pyrethroids. Three genetically independent mechanisms underlying resistance have been identified in *M. persicae*. Increased production of detoxifying carboxylesterases (E4 or FE4) confer broad-spectrum resistance to organophosphates and carbamates and results from gene amplification [3]. Two forms of target-site resistance have also evolved, a mutation in the gene encoding acetylcholinesterase (modified acetylcholinesterase, MACE) which results in insensitivity to dimethyl carbamates such as primicarb, and a mutation in the gene encoding the voltage-gated sodium channel (knockdown resistance, kdr) which confers resistance to pyrethroids [4]. As a result, neonicotinoids such as imidacloprid, clothianidin, thiamethoxam and thiacloprid, which are unaffected by these existing resistance mechanisms [5], are now the main class of insecticide used for *M. persicae* control. However, there have now been reports of resistance to the neonicotinoid imidacloprid in *M. persicae* from Europe, the USA and Japan [5]–[7], raising concerns for the long-term efficacy of this insecticide class.

Resistance to neonicotinoids is a significant problem in several insect species including the Colarado potato beetle (*Leptinotarsa decemlineata*), the brown planthopper (*Nilaparvata lugens*) and the tobacco whitefly (*Bemisia tabaci*) [5]. Neonicotinoids are nicotinic acetlycholine receptor (nAChR) agonists and resistance in a laboratory-selected colony of *N. lugens* was found to be conferred by a target-site modification (Y151S) within two alpha subunits of the nAChR [8]. However, to date, this remains the only example of target-site resistance and this mechanism is yet to be described in any field-collected insect population. Neonicotinoid resistance has been studied in greatest detail in *B. tabaci,* where resistance is associated with increased detoxification by P450s. Initially this detoxification mechanism was implicated by use of the P450 inhibitor piperonyl butoxide (PBO) and by biochemical assays with the model substrate 7-ethoxycoumarin [9]. Over-expression of a single P450 gene (*CYP6CM1*) has since been found to be associated with high levels of resistance to imidacloprid [10] and the role of this enzyme in resistance was demonstrated by studies of imidacloprid metabolism [11]. Over-expression of another P450 gene *CYP6G1* has also been associated with moderate imidacloprid resistance in the fruit fly *Drosophila melanogaster* and results from the insertion of an Accord transposable element into the 5′ end of the *CYP6G1* gene [12]. Although the mechanism(s) underlying neonicotinoid resistance in *M. persicae* have not been characterised there is evidence based on the differential effects of enzyme inhibitors that detoxification, via enhanced P450 activity, contributes to resistance [13].

P450s are a diverse class of enzymes with many functions ranging from biosynthesis to the metabolism of xenobiotics. Insect genomes have been found to contain from 46 to over 150 P450 genes, each encoding a different P450 enzyme [14], [15]. The rapid growth in genomics and post-genomic technologies has made it easier to study large and complex gene families such as the cytochrome P450 superfamily. Available resources include many full insect genome sequences, including the recently completed sequence of the pea aphid *Acyrthosiphon pisum* [16], expressed sequence tag (EST) libraries and tools such as microarrays and high-throughput transcriptome sequencing. Although the genome of *M. persicae* is yet to be sequenced, a number of other genomic resources are available. These include an EST library of 47,832 unique sequences and an oligonucleotide microarray populated with probes for nearly all available ESTs [17], [18]. A recent comparative analysis of detoxification enzymes in *A. pisum* and *M. persicae* revealed evidence of a substantial difference in the number of P450 genes in the two species, with this gene family at least 40% larger in *M. persicae*, where at least 115 unique P450 genes were identified [18]. In the work reported here, we have exploited the available genomic resources to investigate potential mechanisms of neonicotinoid resistance in a clone of *M. persicae* that shows 25–40 fold resistance to neonicotinoids.

## Results

### Topical bioassays

Four of five *M. persicae* clones (4106A, 4255A, 5142B and 1200Q) tested by a diagnostic dose bioassay (2.5 ng imidacloprid/aphid) showed complete susceptibility to imidacloprid with 100% mortality at the test dose. However, clone 5191A showed a significant decrease in mortality, with more than 50% surviving. The resistance profile of this clone was compared to the reference susceptible clone (4106A) by full dose-response bioassays with four neonicotinoid compounds, with and without pre-treatment with the P450 inhibitor PBO (see Table 1). Significant differences in LC_50_ values (the concentration required to kill 50% of the aphids tested) between 5191A and 4106A were observed for all of the insecticides tested, with the 5191A clone having a resistance factor between 27 and 41. Pre-treatment with PBO substantially synergised the effect of all of the insecticides tested, however, complete susceptibility was not restored with a resistance factor of 2.5–15 remaining.

**Table 1:** Results of full dose-response bioassays with a range of neonicotinoids to the *M. persicae* clones 4106A (susceptible) and 5191A (resistant) both with and without pre-treatment with the P450 inhibitor PBO.

Treatment	Clone	LC_50_ (mg l^−1^)	95% CL	Slope(±SE)	RF	SF
Imidacloprid	4106A	1.13	0.9–1.4	2.11(±0.21)		
Imidacloprid	5191A	31.1	7–69.7	0.69 (±0.10)	27.5	
Imidacloprid +PBO	4106A	0.1	0.07–0.15	1.64(±0.21)		11.3
Imidacloprid +PBO	5191A	1.55	0.56–2.55	1.82(±0.35)	14.86	20
Clothianidin	4106A	0.59	0.47–0.71	3.87(±0.58)		
Clothianidin	5191A	17.77	10.24–26.14	1.27 (±0.16)	30	
Clothianidin+PBO	4106A	0.24	0.19–0.31	2.65(±0.4)		2.46
Clothianidin+PBO	5191A	0.62	0.45–0.82	2.65(±0.34)	2.53	28.66
Thiametoxam	4106A	0.65	0.54–0.79	2.67(±0.22)		
Thiametoxam	5191A	19.7	14.87–25.74	1.77(±0.15)	30.14	
Thiametoxam+PBO	4106A	0.35	0.16–1.29	1.04 (±0.16)		1.86
Thiametoxam+PBO	5191A	1.06	0.77–1.45	1.52(±0.15)	3.05	18.58
Thiacloprid	4106A	0.61	0.27–1.06	2.55 (±0.32)		
Thiacloprid	5191A	25.18	11.32–63.47	0.92 (±0.14)	41.31	
Thiacloprid+PBO	4106A	0.23	0.13–0.39	1.45 (±0.19)		2.65
Thiacloprid+PBO	5191A	1.15	0.66–2.11	1.13(±0.15)	4.93	21.89

### Microarray analysis

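RNA was extracted from 4 pools of clone 5191A and 4 pools of clone 4106A, each of 10 adult aphids aged 15 days. The 4 pairs of pools were hybridised to Agilent arrays of 45220 spots with 1 pool of each clone on every array, and each pair was hybridised again with Cy3 and Cy5 swapped, giving 8 arrays. The 4 arrays with 5191A in Cy5 are on slide 2 and the 4 with 4106A in Cy5 are on slide 1, so that slide and dye cannot be told apart. The authors deposited the scanner's intensity of each spot in both channels and the local background, neither normalized, together with the log10 ratio that Agilent's software computed from its own processed signals. From these intensities, the background was corrected by normexp with an offset of 50, the ratios were normalized by loess within each array with 33% of the data used for smoothing, and spots marked as outliers were left out. All ratios were turned to 5191A over 4106A and the 2 arrays of a dye swap were averaged, which left 4 biological replicates. Of 43223 probes, 24994 had a mean intensity over 300 in at least 1 clone and were tested. A probe is called here at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment) and a change over 2-fold. Between 56.4% and 68.6% of the probes were well above background in 5191A on each array, and between 56.6% and 72.1% in 4106A. The number of arrays limits the precision of every ratio.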

Microarray analysis identified 273 genes significantly differentially transcribed between the insecticide resistant clone 5191A and the susceptible clone 4106A. 

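The copy of Table S1 used here lists 265 probes, 174 higher and 91 lower in 5191A. The paper gives 273 genes, and its counts of 174 and 93 for the 2 directions do not add up to 273, so that the full length of the list is not known. All 265 probes had the same sign in the mean log2 ratio of the 4 replicates as in Table S1. The limit on intensity left 219 of them to be tested, and 205 were called in the direction of Table S1, 137 higher and 68 lower. The other 46, of which 31 are listed as higher and 15 as lower, were under the limit in both clones and have no test. Across the 265 probes, which are not independent replicates, Pearson's r between the log2 ratios and the paper's log2 values was 0.982. Both sets of values come from the same arrays, and the list holds changes in opposite directions, which raises r. In size the log2 ratios here were smaller than the paper's by 0.295 in the median. Requiring an intensity over 300 in both channels of every array left 82 of the 265 called.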

The full list of these genes along with Log_2_, calculated fold-change values and a description based on the closest BLAST hit is given in Table S1. 174 genes (86 of unknown function) had elevated expression in the 5191A clone and 93 (55 of unknown function) were under-transcribed in this clone relative to 4106A. 

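Limma called 988 probes higher and 460 lower in 5191A. Of these, 552 and 330 had a ratio on all 8 arrays and the same sign on each. A probe with a spot left out as an outlier on any array is not in these counts, whatever its sign on the others. On 1 array of replicate 1, such a spot was left out for 421 of the called probes in both directions together. The called probes outside these counts therefore need not have changed sign. The array files give no name for 754 of the probes called higher (76.3%) and 255 of those called lower (55.4%), against 47.5% of all probes tested. Probes are not genes on this array: when probes that share a run of 20 bases are joined, the 988 fall into 521 groups and the 460 into 385, and the 2 largest groups hold 271 of the 988. The counts moved most under a one-class SAM over the 4 averaged dye swaps with an estimated false discovery rate of zero, which called 162 probes higher and 58 lower. They also depended on single replicates. Without replicate 1, 508 and 239 probes were called, without replicate 2, 378 and 228, and without replicate 3, 390 and 137, while 1151 and 710 were called without replicate 4. Of all called probes, 68.2% were higher in 5191A, and with median centring in place of loess 55.5% were, where the median log2 ratio of all tested probes lay at -0.14.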

Of the 88 over-expressed genes with a known function, half (44) were potential candidates for being involved in insecticide resistance and are shown in Table 2. These included genes encoding cytochrome P450s, carboxylesterase E4/FE4 and a large number of cuticular proteins.

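The 44 probes of Table 2 were chosen by the study on these samples, so that a test on them is not independent evidence. The 5 esterase probes and the 7 cytochrome P450 probes were all called higher in 5191A, as were 30 of the 32 cuticular protein probes. Adjusted over the list alone, the same numbers of probes were called. Every one of the 44 probes had a mean log2 ratio above 0 in each of the 4 replicates.

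**Figure D1:**
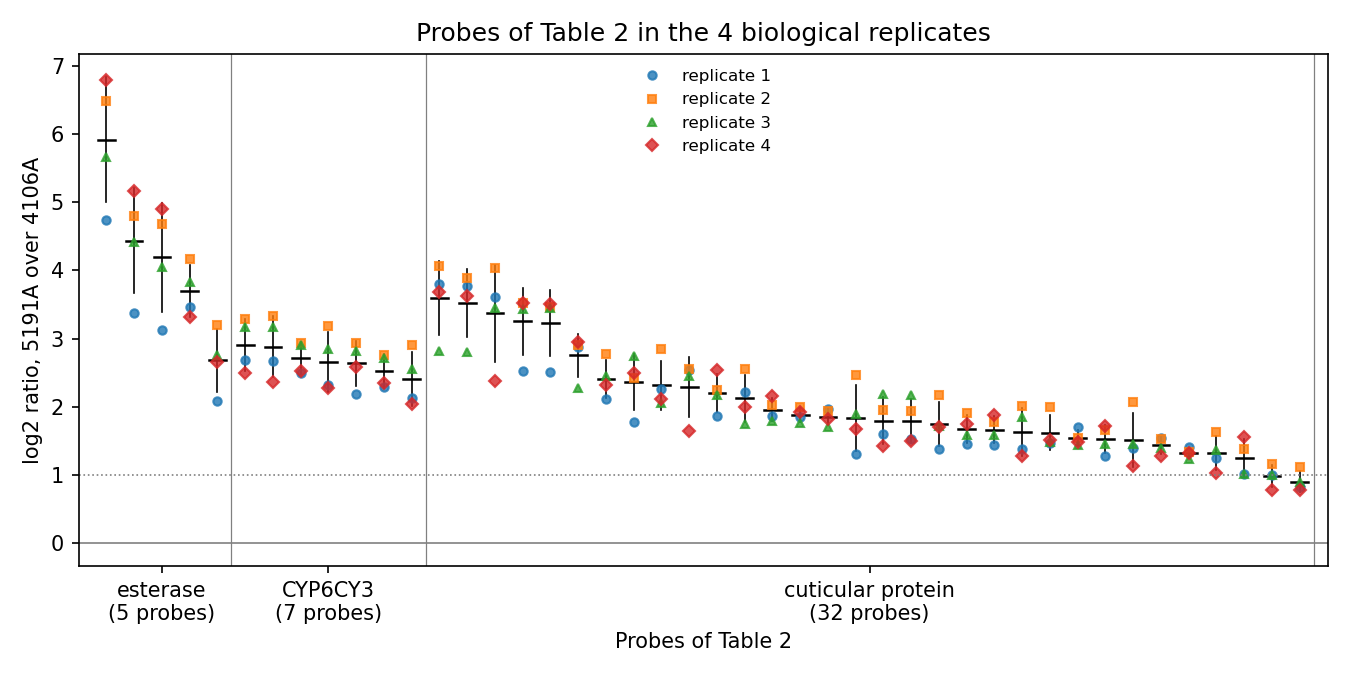
Log2 ratio of 5191A over 4106A for the 44 probes of Table 2 in the 4 biological replicates, each point the mean of a dye swap. Horizontal bars give the mean of the replicates and vertical bars 1 SD of the replicates, and the dotted line marks a 2-fold change. The probe of contig 3118 has the highest mean, 5.92, and all points lie above 0.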

**Table 2:** Selected genes identified by microarray as significantly differentially transcribed between the insecticide resistant *M. persicae* clone 5191 and the susceptible strain 4106a.

Description	Mean Log2	Fold change	Parent sequence ID	Probe name
ref|X74555.1| M.persicae mRNA for esterase FE4	5.98	63.10	contig3118	M_persicae3118a
ref|X74554| M.persicae mRNA for esterase E4	4.16	17.89	contig720	M_persicae720a
ref|X74554| M.persicae mRNA for esterase E4	4.07	16.77	contig4586	M_persicae4586a
ref|X74555.1| M.persicae mRNA for esterase FE4	4.44	21.78	454Myzus_30192	CUST_8482_PI410703081
ref|X74555.1| M.persicae mRNA for esterase FE4	3.74	13.35	454Myzus_57259	CUST_15734_PI410703081
ref|XM_001948453.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 CYP6AX1 protein	2.93	7.63	contig749	M_persicae749b
ref|XM_001948453.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 CYP6AX1 protein	2.91	7.50	contig749	M_persicae749a
ref|XM_001948453.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 CYP6AX1 protein	2.41	5.30	contig497	M_persicae497a
ref|XM_001948453.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 CYP6AX1 protein	2.66	6.34	contig497	M_persicae497b
ref|XM_001948453.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 CYP6AX1 protein	2.42	5.37	contig5173	M_persicae5173a
ref AJ310563.1 Myzus persicae p450, Cyp6-5 like A. pisum CYP6AX1	2.77	6.81	AJ310563.1	CUST_18_PI304496669
ref|XM_001948453.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 CYP6AX1 protein	2.50	5.64	454Myzus_77428	CUST_29688_PI410703081
ref |DQ108939.1| Myzus persicae RR1 cuticle protein 2	1.49	2.82	contig2236	M_persicae2236a
ref |DQ108939.1| Myzus persicae RR1 cuticle protein 2	1.55	2.94	454Myzus_20621	CUST_589_PI410703081
ref|XM_001945378.1| PREDICTED: Acyrthosiphon pisum similar to Endocuticle structural glycoprotein SgAbd-9	1.32	2.50	contig1252	M_persicae1252a
ref|XM_001950803.1|Acyrthosiphon pisum similar to cuticular protein 111, RR-3 family (AGAP006931-PA)	2.06	4.17	454Myzus_63720	CUST_20651_PI410703081
ref|XM_001950771.1|Acyrthosiphon pisum similar to cuticular protein 111, RR-3 family (AGAP006931-PA)	1.83	3.56	contig10036	M_persicae10036a
ref|XM_001950771.1|Acyrthosiphon pisum similar to cuticular protein 111, RR-3 family (AGAP006931-PA)	1.92	3.78	454Myzus_23934	CUST_3815_PI410703081
ref|XM_001950771.1|Acyrthosiphon pisum similar to cuticular protein 111, RR-3 family (AGAP006931-PA)	1.73	3.32	454Myzus_23912	CUST_3794_PI410703081
ref|XM_001950771.1|Acyrthosiphon pisum similar to cuticular protein 111, RR-3 family (AGAP006931-PA)	1.84	3.59	contig7126	M_persicae7126a
ref|XM_001950771.1|Acyrthosiphon pisum similar to cuticular protein 111, RR-3 family (AGAP006931-PA)	1.56	2.96	454Myzus_21703	CUST_1641_PI410703081
ref|XM_001950771.1|Acyrthosiphon pisum similar to cuticular protein 111, RR-3 family (AGAP006931-PA)	2.85	7.22	454Myzus_68540	CUST_23572_PI410703081
ref|XM_001948091.1|Acyrthosiphon pisum similar to cuticular protein CPG12 (LOC100162620)	1.86	3.64	454Myzus_84753	CUST_34555_PI410703081
ref|XM_001951038.1|Acyrthosiphon pisum similar to cuticular protein CPG12 (LOC100162620)	2.25	4.76	454Myzus_23566	CUST_3455_PI410703081
ref|NM_001162838.1|Acyrthosiphon pisum similar to GA21525-PA (Acypi009812) Insect cuticle protein	1.28	2.42	454Myzus_31162	CUST_9030_PI410703081
ref|NM_001162838.1|Acyrthosiphon pisum similar to GA21525-PA (Acypi009812) Insect cuticle protein	1.07	2.10	454Myzus_30195	CUST_8485_PI410703081
ref|NM_001162838.1|Acyrthosiphon pisum similar to GA21525-PA (Acypi009812) Insect cuticle protein	1.15	2.22	454Myzus_79654	CUST_31316_PI410703081
ref|NM_001162838.1|Acyrthosiphon pisum similar to GA21525-PA (Acypi009812) Insect cuticle protein	1.11	2.16	454Myzus_23997	CUST_3875_PI410703081
ref|NM_001162295.1 Acyrthosiphon pisum similar to cuticular protein (Acypi008570)	3.40	10.57	454Myzus_70832	CUST_25035_PI410703081
ref|NM_001162295.1 Acyrthosiphon pisum similar to cuticular protein (Acypi008570)	2.64	6.24	454Myzus_72563	CUST_26222_PI410703081
ref|NM_001162295.1 Acyrthosiphon pisum similar to cuticular protein (Acypi008570)	3.48	11.16	454Myzus_77060	CUST_29423_PI410703081
ref||XM_001949737.1| PREDICTED: Acyrthosiphon pisum similar to cuticular protein CPG12	2.04	4.10	454Myzus_72318	CUST_26042_PI410703081
ref||XM_001949737.1| PREDICTED: Acyrthosiphon pisum similar to cuticular protein CPG12	3.16	8.92	454Myzus_21883	CUST_1818_PI410703081
ref|XM_001950188.1| PREDICTED: Acyrthosiphon pisum similar to tentative cuticle protein	2.98	7.90	contig3580	M_persicae3580a
ref|XM_001950188.1| PREDICTED: Acyrthosiphon pisum similar to tentative cuticle protein	3.00	7.98	454Myzus_23194	CUST_3095_PI410703081
ref|XM_001950188.1| PREDICTED: Acyrthosiphon pisum similar to tentative cuticle protein	1.68	3.20	contig4585	M_persicae4585a
ref|XM_001950188.1| PREDICTED: Acyrthosiphon pisum similar to tentative cuticle protein	1.43	2.69	454Myzus_21311	CUST_1254_PI410703081
ref|NM_001162623.1| Acyrthosiphon pisum cuticle protein-like	1.80	3.48	454Myzus_52388	CUST_12053_PI410703081
ref|NM_001162623.1| Acyrthosiphon pisum cuticle protein-like	1.45	2.74	454Myzus_83261	CUST_33856_PI410703081
ref|XM_001945198.1| PREDICTED: Acyrthosiphon pisum similar to tentative cuticle protein	1.77	3.41	contig3047	M_persicae3047a
ref|XM_001950188.1| PREDICTED: Acyrthosiphon pisum similar to tentative cuticle protein	2.23	4.70	454Myzus_28670	CUST_7817_PI410703081
ref|XM_001945198.1| PREDICTED: Acyrthosiphon pisum similar to tentative cuticle protein	2.32	5.01	454Myzus_58311	CUST_16524_PI410703081
ref|XM_001950188.1| PREDICTED: Acyrthosiphon pisum similar to tentative cuticle protein	2.44	5.42	454Myzus_30744	CUST_8769_PI410703081
ref|XM_001950188.1| PREDICTED: Acyrthosiphon pisum similar to tentative cuticle protein	2.61	6.11	454Myzus_67956	CUST_23268_PI410703081

Five EST sequences encoding carboxylesterase FE4 and the closely related variant E4 were identified as being over-expressed, in the resistant clone. However the level of expression between these sequences was variable (ranging from 13–63 fold). This variation probably resulted from the fact that only one of the five ESTs (contig 3118) was a perfect match with FE4 at the probe site, shown previously to be the variant present in 5191A [13]. Therefore, the fold-change indicated by the probe designed on contig 3118 is likely to be the most accurate and this level corresponds well with the 64-fold increase in the esterase level previously reported in aphids with the FE4 genes and R3 levels of resistance [19].

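The probe of contig 3118 (M_persicae3118a) had a log2 ratio of 5.92 ± 0.915 (SD, n = 4), or 60.5-fold, with an adjusted p of 0.0016 from limma, and was higher in 5191A on 8 of 8 arrays. Its log2 ratios in the 4 replicates were 4.75, 6.48, 5.66 and 6.79. With each replicate left out in turn, the ratio stayed between 5.63 and 6.31, and the 4 arrays of slide 1 and of slide 2 gave 6.17 and 5.67. The other esterase probes had smaller ratios, of 4.19 for contig 720, 3.70 for contig 4586 and 4.44 for the sequence 454Myzus_30192. The lowest was 2.68 ± 0.459 (SD, n = 4) for 454Myzus_57259, an adjusted p of 0.0024, where 4106A was well above background on only 1 of 8 arrays. That last ratio depends on the offset added to dim signals, and with an offset of 0 it was 3.49 and with Agilent's processed signals 5.27. From the match of contig 3118 with FE4 at the probe site, the paper proposes that this probe gives the most accurate fold change.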

Five EST sequences (Table 2) encoding cytochrome P450s were elevated in the 5191A strain (5.3–7.6 fold). In two cases duplicate probes corresponding to the same EST sequence were identified (contig749a/b and contig497a/b). All five partial EST sequences were most similar to a single cytochrome P450 gene of *Acyrthosiphon pisum CYP6CY3* (77.3–88.7% at the nucleotide level) [15] and, as shown in Figure S1, align with different regions of the *A. pisum* gene and almost certainly correspond to the same gene in *M. persicae*.

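All 7 probes of the 5 sequences were called higher in 5191A and had a ratio above 0 on 8 of 8 arrays. Their log2 ratios lay between 2.41 and 2.91, or 5.31-fold to 7.51-fold, and the largest adjusted p from limma was 0.0024. The pair of probes on contig 749 gave 2.91 ± 0.380 and 2.88 ± 0.448 (SD, n = 4), and the pair on contig 497 gave 2.64 ± 0.33 and 2.72 ± 0.239 (SD, n = 4), so that the probes of one sequence differed by less than the spread between replicates. Contig 5173 gave 2.53 and the sequence 454Myzus_77428 gave 2.41. The array files name 6 of the 7 probes as cytochrome P450 and leave CUST_18_PI304496669, with a ratio of 2.66, outside that name. The median of the 7 was 2.66, and 2.32, 2.94, 2.85 and 2.36 in the 4 replicates. Median centring moved it most, to 2.52.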

Finally, a large number (32) of partial and full length EST gene sequences encoding cuticular proteins (CPs) were shown to be differentially transcribed between the 5191A and 4106A clones (Table 2). The changes in expression level of the 32 genes varied from 2.1–11.1 fold. 

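Of the 32 probes, 31 were bright enough to be tested and 30 were called, with log2 ratios up to 3.59 ± 0.543 (SD, n = 4) for 454Myzus_77060, or 12.1-fold. The largest adjusted p of the 31 was 0.0068. The probe on 454Myzus_23997 had a log2 ratio of 0.90 ± 0.152 (SD, n = 4), an adjusted p of 0.0052, and was under 2-fold. With a normexp offset of 0 it was called, at 1.07, and with Agilent's processed signals at 1.30. The probe on 454Myzus_83261 was under the limit on intensity in both clones, with a mean log2 ratio of 0.98 and no test. The median over the 31 tested probes was 1.83, and 1.70, 2.02, 1.79 and 1.75 in the 4 replicates, an SD of 0.144. Agilent's processed signals moved this median most, to 2.13. The one-class SAM over the 4 averaged dye swaps called 26 of the probes.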

The EST sequences on which these probes were designed vary considerably in length and it is difficult to ascertain the number of unique genes represented by these sequences. BLAST searching and a Hidden Markov Model tool on the CuticleDB WebSite (http://bioinformatics2.biol.uoa.gr/cuticleDB/index.jsp) [20] was used to characterise the different CPs shown to be over-expressed in the 5191A clone. All three members of the CPR group, as characterised by a conserved amino acid domain (the Rebers and Riddiford Consensus RR-1, RR-2 and RR-3), were represented along with several CPs of the cuticular protein glycine-rich (CPG) family.

Of the thirty eight genes of known function that were under-transcribed in 5191A relative to 4106A, only a limited number of detoxification genes were identified (see Table S1). These included four sequences encoding glutathione S-transferases (GSTs) with a negative fold change of -2 to -4 and a single sequence encoding a CYP6A2 type cytochrome P450 with a fold change of -6.4.

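Of the 4 glutathione S-transferase probes, 454Myzus_82780 had a log2 ratio of -1.69 ± 0.0674 (SD, n = 4), an adjusted p of 5e-04 from limma, and 454Myzus_22469 had -1.74 ± 0.121 (SD, n = 4), an adjusted p of 7e-04. The probes on 454Myzus_56973 and 454Myzus_65640 were under the limit on intensity in both clones and were not tested. The first was well above background in 4106A on 5 of 8 arrays and in 5191A on 0 of 8, with 4106A at least 1.23-fold higher, and the second was not well above background in either clone on any array. The CYP6A2 probe on contig 4886 had a log2 ratio of -2.40 ± 0.524 (SD, n = 4), an adjusted p of 0.0045. Its ratios in the 4 replicates were -3.04, -2.37, -2.43 and -1.76, and the one-class SAM over the averaged dye swaps did not call it. Such a bound compares the bright clone's mean with the higher of the dim probe's own signal and the lowest signal of a probe well above background on each array, per channel after loess and Aquantile.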

Real-time quantitative PCR was used to validate the microarray results by examining the expression profile of ten selected genes: the *CYP6CY3* gene and nine of the over-expressed genes encoding cuticular proteins. In all cases, the over-transcription of the genes was confirmed (Table 3), although, as reported previously for the Agilent array platform, expression ratios obtained from RT-PCR were frequently higher than those generated by the microarrays [21]. The *CYP6CY3* gene was found to be over-transcribed 22 fold (+/−0.91).

**Table 3:** Fold change in expression of *CYP6CY3* and cuticular proteins in the insecticide resistant *M. persicae* clone 5191 (compared to the susceptible reference clone 4106A) as determined by quantitative PCR.

Protein gene ID	Fold change - qPCR	95% confidence limits	Fold change - microarray
CYP6CY3	22.04	1.8	5.3–7.5
7126	3.86	0.46	3.59
4585	3.17	0.27	3.2
65840	3.93	0.34	7.22
2236	4.28	0.26	2.82
1252	1.83	0.14	2.5
23566	13.52	1.29	4.76
31162	2.98	0.72	2.42
72563	15.55	6.28	6.24
3580	7.99	2.61	7.9

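On the arrays, the probes of the 9 cuticular protein sequences in Table 3 had fold changes of 3.07 for contig 7126, 3.62 for contig 4585, 5.33 for 454Myzus_68540, 3.47 for contig 2236 and 2.37 for contig 1252. The remaining sequences gave 3.09 for 454Myzus_23566, 2.91 for 454Myzus_31162, 6.75 for 454Myzus_72563 and 9.41 for contig 3580. Each of these probes was called by limma in the test over 4 replicates. For 454Myzus_23566, 4106A was well above background on only 4 of 8 arrays, so that its value depends on the offset added to dim signals. Its log2 ratio was 1.63, against 2.128 with a normexp offset of 0 and 2.935 with Agilent's processed signals. Contig 1252 was not called in the fit of separate channels, which does not pair the clones by array, and neither it nor 454Myzus_23566 was called by the one-class SAM over the averaged dye swaps. The quantitative PCR was not analysed here.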

For comparison the fold change measured by microarray is also shown.

### *CYP6CY3* gene copy number

Quantitative PCR was used to determine *CYP6CY3* gene copy number using genomic DNA as template. Data were normalised using three genes; *para* (present in two copies in diploid insect genomes), *ace* (present in four copies in *M. persicae*) and actin (thought to be multi-copy). The clone 5191A showed a fold change in copy number of 9.4 (+/−0.3), 9.2 (+/−0.4) and 9.2 (+/−0.4) using each gene to normalise respectively compared to the 4106A clone. The mean cycle threshold values of three biological replicates in quantitative PCR of the *CYP6CY3* and sodium channel genes in 4106A were essentially the same (CTs of 18.56 and 18.50 respectively) indicating that the diploid genome of this clone carries two copies of the *CYP6CY3* gene and this is amplified to ∼18 copies in the resistant clone 5191A.

### *CYP6CY3* cDNA characterization

The *CYP6CY3* sequence was initially derived from three non-overlapping EST sequences (479/5173 and 749 see Figure S1). The missing middle section and terminal 5′ UTR region of the gene were obtained by 5′ RACE and the complete mature mRNA sequence of 2087 bp is shown in Figure 1. This includes a 5′ UTR of 94 bp and a 3′ UTR of 460 bp. The cDNA has an open reading frame of 1533 bp encoding 511 amino acid residues. The predicted isoelectric point of the protein is 8.6 and the theoretical molecular weight is 59.13 kDa. *CYP6CY3* shares similarity with other microsomal proteins with a strongly hydrophobic N-terminus (resembling a signal peptide sequence) acting as a transmembrane anchor. As shown in Figure 1, the encoded protein contains conserved domains characteristic of P450s such as the oxygen binding motif (helix I) ([A/G]GX[E/D]T[T/S], position 316), the helix K motif (EXXRXXP, position 374), the heme-binding “signature” motif (PFXXGXXXCXG, position 447) and a sequence motif (PXXFXP, position 429) specific to CYP6 members.

**Figure 1:**
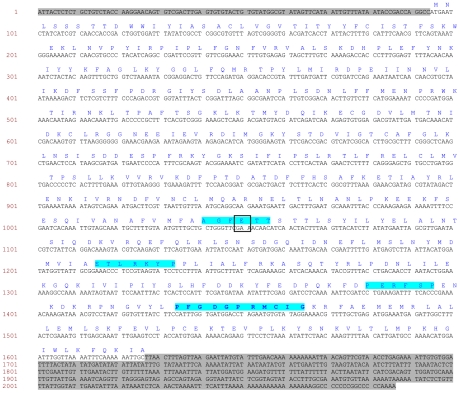
Complete mRNA sequence of *M. persicae CYP6CY3.* 5′ and 3′ untranslated regions are highlighted in grey. Sites of amino acid substitutions are boxed. Conserved domains common to cytochrome P450s or to CYP6 members are highlighted in blue such as the oxygen binding motif (position 316), the heme binding motif (position 447), the helix K motif (position 374) and a sequence motif (position 429) specific to CYP6 members.

Variation in the coding sequence of *CYP6CY3* copies in the two aphid clones was examined by both direct nucleotide sequencing and by cloning and sequencing the full cDNA ORF and/or 5′ RACE PCR products. In 4106A, direct sequencing revealed a very low level of variation in the sequence of the two copies with just one change (G/A) at position 319, indicating an E/K amino acid substitution. Interestingly, this change occurs in the oxygen binding motif, where the usual residue is either E or D (see above). However other insects also carry the K residue at this position with the *A. pisum* CYP314A1 and CYP314A2 P450s two examples. Attempts to direct sequence the *CYP6CY3* gene in the 5191A clone gave poor sequence quality (characterised by multiple overlaid sequences). To overcome this, PCR products of the full length cDNA coding sequence and 5′ RACE products were cloned and sequenced to look for sequence variation in coding sequence and 5′ UTR/promoter regions. In general this showed that the coding sequences of the *CYP6CY3* gene copies are conserved with only a single synonymous SNP observed in the full length cDNA clones. However, there were more differences in cloned 5 ′ RACE PCR products and an alignment of the 5′ UTR and N-terminal coding sequence of *CYP6CY3* copy variants (Figure 2) revealed one variant where the 5′ UTR/promoter region had been replaced. There was also evidence of at least one expressed pseudogene of *CYP6CY3* with a single base deletion which results in a frame shift and generates a stop codon one codon after the deletion (this frame shift variant probably explains the difficulty in obtaining clean sequence traces by direct sequencing). When the cDNA sequence of 4106A and 5191A are compared, only two completely conserved differences between the clones were observed, with 5191A having a synonymous (CGA/CGC) SNP at position 214 and a non-synonymous SNP (ACC/ATC) conferring a threonine to isoleucine substitution at position 24.

**Figure 2:**
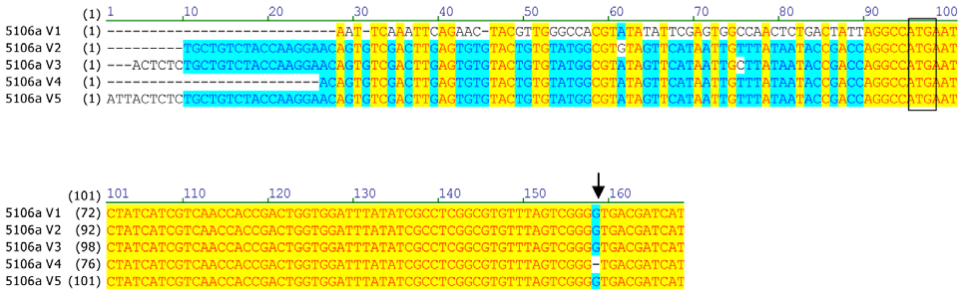
Alignment of the 5′UTR and N-terminal coding sequence of *CYP6CY3* copy variants in the *M. persicae* clone 5191a. The start codon is boxed. An indel which introduces a stop codon in copy variant 4 is indicated by an arrow.

### Artificial feeding assays

Feeding the 5191A and 4106A *M. persicae* clones with insecticide using artificial feeding assays revealed significant differences in the calculated LC_50_ values compared to those derived from topical application. Differences were observed both between different neonicotinoids and between the two aphid clones (see Table 4). The LC_50_ in the feeding assays was 3.5 times lower for imidacloprid and 8.4 times lower for clothianidin and thiamethoxam for the susceptible clone than that calculated by topical bioassay. For the resistant clone the LC_50_ was 17 times lower for clothianidin. Unfortunately the LC_50_s for imidacloprid and thiamethoxam by feeding could not be calculated for the resistant clone because of anti-feedant effects (evident in the very shallow slope of the dose response line). As a consequence, the resistance ratio could only be calculated for clothianidin where it was approximately two-fold lower than calculated by topical bioassay. In all experiments the mortality of starvation controls was less than 10% when assessed at 48hs.

**Table 4:** Results of artificial feeding bioassays with a range of neonicotinoids to the *M. persicae* clones 4106A (susceptible) and 5191A (resistant).

Treatment	Clone	LC_50_ (mg l^**−**1^)	95% CL	Slope (±SE)	RF
Clothianidin	4106A	0.07	0.03–0.11	1.423 (±0.188)	
Clothianidin	5191A	1.02	0.62–1.81	1.037 (±0.158)	14.5
Imidacloprid	4106A	0.322	0.16–0.71	0.802 (±0.11)	
Imidacloprid	5191A	–	–	0.315 (±0.12)	–
Thiametoxam	4106A	0.077	0.01–0.23	1.043(±0.173)	
Thiametoxam	5191A	–	–	0.216(±0.152)	–

### Penetration of imidacloprid

An *in vivo* penetration assay using [^3^H] imidacloprid revealed significant differences in the penetration of insecticide through the cuticle in the 4106A and 5191A *M. persicae* clones (see Figure 3). At the initial time points (30 min and 1 hour), the penetration of imidacloprid was relatively low, with no notable differences in the amount recovered by external rinsing between the susceptible and resistant clones. However, after 5 hours, the amount recovered from the susceptible clone had decreased sharply (to 63%), a trend that continued throughout the time course of the experiment, with only 22% of the initial imidacloprid dose recovered after 50 hours. In contrast, the levels of [^3^H] imidacloprid recovered from the resistant clone by external rinsing decreased at a much slower rate, with ∼88% of the applied dose being recovered after 5 hours and more than half the initial dose (56%) recovered after 50 hours, indicating a significant (p≤0.05) reduction in the rate of imidacloprid penetration through the cuticle compared to the susceptible clone. In future it may be interesting to relate how the penetration rate of imidacloprid observed in this study relates to the speed of action of this compound in resistant and susceptible clones (as determined by lethal time bioassays).

**Figure 3:**
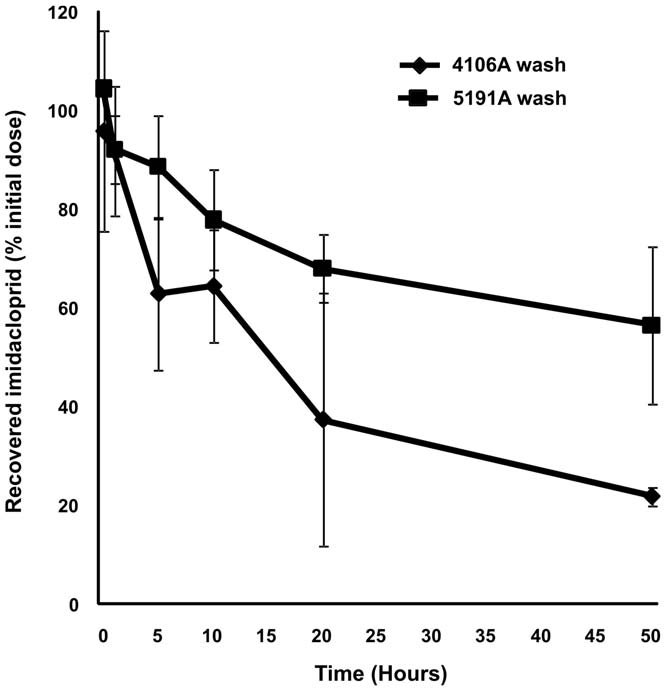
Result of *in vivo* penetration assay using [^3^H] imidacloprid on the 4106A (susceptible) and 5191A (resistant) clones. Graph shows the percentage of the initial [^3^H] imidacloprid dose recovered from the cuticle wash at different time points after application.

### [^3^H] imidacloprid binding assays

Radioligand binding assays of [^3^H] imidacloprid to several independent membrane preparations from *M. persicae* indicated a high degree of variability in the levels of imidacloprid binding to the nicotinic acetylcholine receptor (nAChR) (Figure 4). Although there were significant differences in specific binding of [^3^H] imidacloprid between some of the clones analyzed, (e.g. between clones 5142B/5191A and clones 4106A/4255A), a consistent correlation with the resistant phenotype was not observed (see Figure 4), providing no evidence of target-site insensitivity in the 5191A clone.

**Figure 4:**
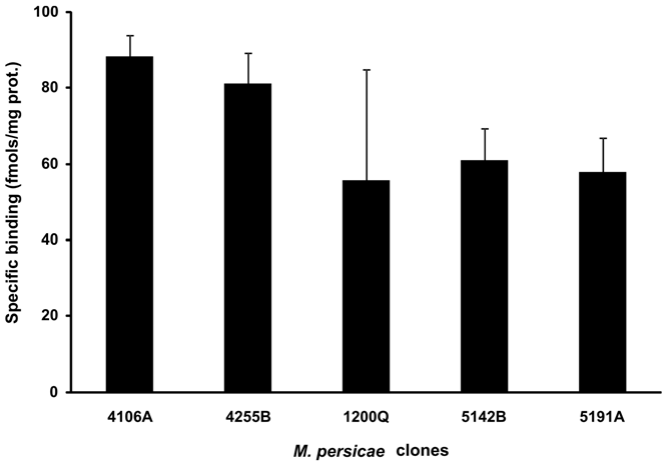
Specific [^3^H] imidacloprid binding to membranes extracted from a range of *M. persicae* clones. Bars represent 95% confidence limits.

### Sequence analysis of nAChR subunits

The N-terminal region of the *M. persicae* nAChR α1-α4 and β1 subunits, encompassing the conserved domains previously implicated in neonicotinoid binding (loops A to F) were amplified by PCR from several individuals of the 4106A and 5191A clones and examined by nucleotide sequencing. Although a limited number of silent SNPs were detected, no non-synonymous changes were observed and the deduced amino acid sequence in the region studied was identical.

## Discussion

Over-expression of one or more P450s currently appears to be, through direct or indirect evidence, the primary route for neonicotinoid resistance in insect pests. In the present study the involvement of P450s in neonicotinoid resistance in *M. persicae* was established by using the P450 inhibitor PBO, with a pre-treatment of PBO substantially synergising the effect of all the insecticides tested on a resistant *M. persicae* clone from Greece (5191A). A genomic approach was then used to quantify the expression of all known genes encoding detoxification enzymes in the resistant 5191A clone and a susceptible clone, 4106A, using a recently developed microarray populated with probes for >45 000 ESTs [17], [18]. 

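Beyond the genes listed in Table 2, the array files name further probes of detoxification gene families. Of 51 tested probes named as cytochrome P450, 7 were called higher and 12 lower in 5191A, and their median log2 ratio was -0.18. Only 1 of the 7 lies outside Table 2. The 12 lower calls became 5 without replicate 2 and 2 without replicate 3, 5 in separate channels, and 2 with an intensity over 300 in both channels of every array. As a set they did not stand apart from the other probes by camera with a preset correlation of 0.01 (adjusted p = 0.25 over 5 sets). Their direction is not settled, since fry put them on the higher side (adjusted p = 0.71) and the requirement of an intensity over 300 in every channel moved the median to 0.25. The fit of the 8 arrays with a dye and slide term and a biological replicate block called them higher by camera (adjusted p = 0.026) with the median unchanged. That test took only probes with a ratio on all 8 arrays, while the median is over all 51. Of 35 probes named as glutathione S-transferase, 4 were called higher and 10 lower, with a median of -0.40 (adjusted p = 0.20 by camera and 0.17 by fry). Without replicate 3, 4 were called higher and 4 lower, and in separate channels 3 higher and 5 lower. The 20 carboxylesterase probes, which include those of Table 2, had a median of 0.13 and a mean of 1.38 (adjusted p = 0.021 by camera and 0.025 by fry), and 7 of them were called higher and 0 lower. Those of Table 2 were chosen by the study on these arrays, so that the set tests are not independent of that choice. The 15 tested probes outside Table 2 had a median of -0.0225, and 2 of them were called higher. Of the 20, 8 were higher and 1 lower at an unadjusted p under 0.05, and SAM called 7 higher and 0 lower over the 8 arrays and 6 higher and 0 lower over the 4 averaged dye swaps. With median centring their median was -0.04, below 0, while the mean was 1.24, and the set was called by camera (adjusted p = 0.021) and not by fry (adjusted p = 0.059). Over the probes with a ratio on all 8 arrays, the fit with the replicate block called the glutathione S-transferase set lower (adjusted p = 0.00036 by camera, where the alternatives ranged up to 0.58). Without replicate 2 the carboxylesterase set was not called by camera. By fry that set was not called without replicate 2, 3 or 4 (adjusted p of 0.057, 0.14 and 0.13), with an intensity over 300 in both channels of every array (0.058) or in separate channels (0.054). The remaining set of the 5 held 14 probes named as nicotinic receptor subunits, with 2 called higher and 2 lower. Their median was -0.40 (adjusted p = 0.20 by camera and 0.24 by fry). Without replicate 1, 2 or 3, 0 of them were called in either direction.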

A number of candidate genes with elevated expression were identified, including genes encoding a carboxylesterase, a P450 and several cuticular proteins.

The gene encoding the carboxylesterase FE4 was over-expressed 63-fold in the resistant clone, consistent with the 64-fold increase in the enzyme previously reported in aphids with FE4 genes at R_3_ levels [19]. A previous study examining the susceptibility of the 5191A clone to the pyrethroid α-cypermethrin reported a resistance factor of 33 to this compound which is similar to the level of resistance displayed by other aphid clones with the R3 level of esterase overproduction [13]. However, the enhanced level of carboxylesterase is unlikely to confer significant resistance to neonicotinoids since other *M. persicae* clones overproducing this enzyme show no resistance to imidacloprid [22].

A single P450 gene (represented by five ESTs) showed a 22-fold increased transcription in the resistant clone and the full-length cDNA sequence was most similar to a cytochrome P450 gene of *A. pisum* recently named as *CYP6CY3* [15]. The CYP6 family has been implicated in insecticide resistance more often than any other P450 family and the *M. persicae CYP6CY3* gene shares sequence identity with other *CYP6* P450 genes implicated in neonicotinoid resistance in *B. tabaci* and *D. melanogaster*. To date, the increased expression of P450 genes in resistant insects has been shown to mainly arise through mutations and indels in *cis*-acting promoter sequences and/or *trans*-acting regulatory loci [23]. In this study we show that the enhanced transcription of *M. persicae CYP6CY3* is due, at least in part, to amplification of the gene from 2 to ∼18 copies. Although duplication of P450 genes associated with insecticide resistance has been reported in *An. funestus* and *D. melanogaster* [24], [25] this study represents the first report of a P450 gene amplification event associated with insecticide resistance in an agriculturally important insect pest. In contrast, several species of crop pests including *M. persicae* have evolved resistance to insecticides through amplification of genes encoding esterases and glutathione-S-transferases [23]. There is also evidence from the recently sequenced *A. pisum* genome that aphids shows a propensity for gene duplication [16]. Amplification of esterase genes in *M. persicae* is linked to an autosomal 1,3 translocation event (*E4*) or involves multiple rearrangements (*FE4*) [4] but further work is required to characterise the mechanism by which the *CYP6CY3* is amplified. Sequencing of the *CYP6CY3* gene copies in the resistant strain showed a low level of variation in the coding sequence although there was evidence of one expressed pseudogene (caused by a single base deletion introducing a frame shift) and modification of the 5′ UTR sequence. Since the ∼9 fold increase in copy number may not fully explain the ∼22 fold increase in mRNA observed it is possible that additional mechanisms, such as upregulation of transcription, also contribute to over-expression of *CYP6CY3* in clone 5191A. The finding of at least one copy of *CYP6CY3* with a variant promoter sequence may be relevant and requires further investigation.

Although pre-treatment with PBO substantially synergised the effect of all the insecticides tested on the 5191A resistant clone, complete susceptibility was not restored (a resistance factor of between 2.5 and 15 remained) indicating that an additional mechanism(s) may play a role in the phenotypic resistance seen in this clone. However, the radioligand binding assays with [^3^H] imidacloprid to aphid membrane preparations and sequencing of the N-terminal (ligand binding) region of several nAChR subunits showed that target-site resistance is unlikely to be responsible. Conversely, the microarray analysis found a large number (32) of up-regulated sequences encoding cuticular proteins (CPs) in the resistant clone suggesting that a change in penetration of insecticide might be conferring some resistance. 

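The array files name 129 tested probes as cuticular or cuticle proteins, among them 7 of the probes in Table 2. Limma called 31 of the 129 higher in 5191A and 0 lower, and 25 of the 31 are outside Table 2. The 31 became 18 without replicate 2, 19 without replicate 3, and 20 of 97 with an intensity over 300 in both channels of every array. At an unadjusted p under 0.05, 79 were higher and 0 lower, and SAM called 24 higher and 0 lower over the 8 arrays and 6 higher and 0 lower over the 4 averaged dye swaps. Their median log2 ratio was 0.66, and 118 of the 129 had a ratio above 0. As a set they were higher in 5191A by camera (adjusted p = 4.2e-13 over 5 sets) and by fry (adjusted p = 0.025). The median was 1.11, 0.31, 0.31 and 0.68 in the 4 replicates, and 0.60 and 0.65 on the arrays of slide 1 and slide 2. The fry test did not pass 0.05 without replicate 2, 3 or 4 (adjusted p of 0.085, 0.14 and 0.13), with median centring (0.053) or with an intensity over 300 in both channels of every array (0.058). At the same preset correlation, camera's call held in each case. From the number of cuticular protein sequences with elevated expression, the paper proposes that slower penetration of the insecticide might contribute to the resistance.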

Although it is difficult to ascertain the exact number of unique genes represented by these ESTs (as many are short reads generated by 454 sequencing) all three members of the CPR group of CPs (the largest structural CP family in arthropods) were represented along with several CPs of the CPG family. Recent annotation of CPs in the pea aphid genome has revealed a family of 92 CPR genes [26]. Furthermore, in *A. pisum* CP genes were found to be clustered in the genome and may also be co-regulated [26] which may explain why several ESTs encoding CPs were identified as being over-expressed in our study. Insecticide resistance through decreased cuticular penetration has been demonstrated in several insect species including the red flour beetle (*Tribolium castaneum*) cotton bollworm (*Helicoverpa armigera*) and German Cockroach (*Blattella germanica*) [27]–[29]. In addition, over-expression of two cuticular precursor genes has been reported in pyrethroid resistant *Anopheles gambiae* [30].

The potential role of reduced cuticular penetration in neonicotinoid resistance in *M. persicae* was supported by our further biological and biochemical studies. Firstly, artificial feeding assays with the neonicotinoid clothianidin showed that the LC_50_s for the susceptible clone and the resistant clone were 8 and 17 times lower than those obtained with topical applications, suggesting that there is a difference in penetration. Secondly, *in vivo* penetration assays using [^3^H] imidacloprid revealed a significant reduction in the penetration of insecticide through the cuticle in the resistant clone. Taken together, these results suggest that over-expression of CPs may also play a role in resistance to neonicotinoid insecticides in *M. persicae.* However, the exact role CPs play in cuticular thickening and reduced penetration remains unknown and clearly warrants further investigation.

Although resistance is an almost inevitable outcome of intensive insecticide use it is possible to minimize its effect by adopting resistance management strategies which aim to prevent, or more usually slow, the development and spread of resistance. Such strategies often include minimizing the use of certain pesticides and rotating the usage of compounds with different target sites. In this regard this study provides valuable insights into the molecular basis of detoxification and the resistance mechanisms characterized here are new additions to those described previously in *M. persicae* which include MACE, kdr, and increased production of esterases (see introduction). Guidelines on managing resistance in this pest have been published by the Insecticide Resistance Action Group (IRAG) [31] and highlight insecticides with alternative modes of action such as the anti-feedants pymetrozine and flonicamid that may not be affected by these existing mechanisms and therefore represent potential alternatives for control of this pest.

In summary, we have shown through bioassays that P450-mediated detoxification likely plays a substantial role in neonicotinoid resistance in *M. persicae* but that other secondary mechanism(s) may be involved. The resistant phenotype is associated with the over-expression of a single P450 gene and we show that this is due, at least in part, to gene amplification. Over-expression of cuticular proteins and reduced penetration of insecticide may make an additional contribution but there is no evidence of a role for target-site insensitivity in the clone investigated.

## Materials and Methods

### Aphid clones and rearing

4106A is an insecticide-susceptible clone originally collected from potatoes in Scotland in 2000. Clone 5191A was collected from tobacco in Greece in 2007 and has the FE4 variant of enhanced esterase at R3 levels and a ∼50 fold resistance to the neonicotinoid insecticide imidacloprid [13]. Clones 4255A and 5142B were collected in the UK from oilseed rape and sugar beet respectively. Clone 1200Q was collected from peach in Argentina. All *M. persicae* clones were originally established from a single parthenogenetic female and were reared asexually on Chinese cabbage leaves (*Brassica napus* L var *chinensis* cv Tip-Top) in small plastic box-cages maintained at 18°C under a 16:8 h light:dark regime. Aphids of similar age were transferred regularly to new boxes in order to rear them as distinct cohorts.

### Insecticides and synergists

Technical-grade insecticides (imidacloprid, clothianidin, thiamethoxam, thiacloprid) were purchased from Sigma (Sigma-Aldrich, UK) and technical piperonyl butoxide (PCP ‘Ultra’) was provided by Dr. Graham Moores. [^3^H] imidacloprid was either from a sample provided by Dr Ralf Nauen, Bayer CropScience (38 Ci/mmol) or purchased from American Radiolabeled Chemicals, Inc. (40 Ci/mmol).

### Topical bioassays

Ten adult aphids were placed on the abaxial surface of a Chinese cabbage leaf disk sitting on 1% agar in a plastic tub (3 cm diameter). The walls of the tub above the leaf were coated with Fluon to prevent escape. The aphids were allowed to settle for an hour before being dosed individually with 0.25 µl acetone containing the insecticide to be tested using a microapplicator (Burkard Manufacturing Ltd, UK). For the synergism bioassays, aphids were initially dosed with 0.1% PBO solution in acetone followed 5 h later by the insecticide dose. For the initial screening of the clones a diagnostic dose of 10 ppm imidacloprid solution was used while for full dose-response bioassays a range of concentrations was applied. Control aphids were dosed with 0.25 µl acetone. Three replicates were used for each concentration tested and the responses were assessed after 72 h at 18°C under a 16:8 h light:dark regime. Aphids that were dead or seriously affected were classed as ‘dead’ and the concentrations required to kill 50% (LC_50_ values) were calculated by probit analysis using POLO software (LeOra Software, Petaluma, CA). Resistance ratios were calculated relative to the susceptible clone 4106A and synergism ratios were calculated by dividing the LC_50_ to an insecticide alone by the LC_50_ of the synergised clone (pre-treated with PBO) to the same insecticide.

### Artificial feeding assays

The oral toxicity of imidacloprid, clothianidin and thiamethoxam was assessed using an artificial double-membrane feeding bioassay. Aphids (10 individuals) were placed in a vented plastic dish (4 cm diameter) and the opening was sealed with Parafilm. Aphids were then starved overnight before 0.4 ml sucrose (150 g litre^−1^) containing the appropriate insecticide concentration was pipetted onto the Parafilm and another layer stretched on top to form a sachet. In order to avoid false positive results due to the potential anti-feeding effect of the insecticide, a starvation control was set alongside the treatments which had no sucrose added. The dishes were covered with a yellow bag to enhance feeding activity and placed at 18°C under a 16:8 h light:dark regime. Mortality was scored after 48 h and data analysed as for topical application bioassays.

### Microarray

The microarray used in this study was designed using the Agilent eArray platform (Agilent Technologies) by the Georg Jander Lab and is based on a previously described array containing probes for >10, 000 *M. persicae* unigenes produced by Sanger sequencing [17] augmented with an additional 30, 517 probe set designed on EST unigene sequences identified in a 454 sequencing project [18]. The final slide layout consists of four arrays of 45, 220 60-mer probes produced by Agilent by *in situ* oligonucleotide synthesis.

Total RNA was extracted from four pools of ten 15 day-old adult aphids using Trizol following the manufacturer's instructions. Genomic DNA was removed by DNase I digestion using DNA-free DNase Treatment and Removal Reagent (Ambion). The quality and quantity of the RNAs were assessed by spectrophotometery (Nanodrop Technologies) and by running an aliquot on a 1.5% agarose gel. For the latter RNA was mixed with 1× loading buffer (95% formamide; 0.025% xylene cyanol; 0.025% bromophenol blue; 18 mM EDTA; 0.025% SDS), heated for 5 minutes at 65°C and briefly chilled on ice prior to loading. Two micrograms of each RNA was used to generate labelled cRNA, which was hybridized to arrays and these were washed and scanned as described in the Agilent Quick Amp Labeling Protocol (Version 5.7) [32]. The microarray experiment consisted of four biological replicates and for each of these, two hybridisations were done in which the Cy3 and Cy5 labels were swapped between samples for a total of eight hybridisations between resistant and susceptible clones.

Microarrays were scanned with an Agilent G2565CA scanner, and fluorescent intensities of individual spots were obtained using the Agilent Feature Extraction software with default Agilent parameters. The TM4 suite of software from the Institute of Genomic Research was used for all subsequent analysis [33]. Each Agilent feature extraction text file was transferred to TIGR Express Converter to generate TIGR MultiExperiment Viewer files (.mev) as output. Data normalization, filtering, and flip-dye consistency checks were performed using TIGR MIDAS. Briefly, spot intensity values over 300 were transformed to the log_2_ scale and data were normalized using locally weighted linear regression (lowess) with 33% of data used for smoothing and a cut-off of 0.01 [34]. Normalized data were then imported into the MultiExperiment Viewer (MeV) software and statistical analysis performed with the SAM (Significance Analysis of Microarrays) module applying a False Discovery Rate (FDR) of zero to detect significantly differentially expressed genes [35]. Genes identified by SAM and showing a transcription ratio >2 fold in either direction were considered to be differentially transcribed between the two strains. Microarray data were submitted to the Gene Expression Omnibus (GEO) database (series no. GSE20542).

### Quantitative RT–PCR

Quantitative RT-PCR was used to validate microarray data by examining the expression profile of selected genes. Primers were designed to amplify a fragment 90–150 bp in size and are listed in Table S2. Total RNA was prepared and DNase I treated as described and four micrograms was used for cDNA synthesis using Superscript III and random hexamers (Invitrogen) according to the manufacturer's instructions. PCR reactions (20 µl) contained 4 µl of cDNA (10 ng), 10 µl of SensiMix SYBR Kit (Bioline), and 0.25 µM of each primer. Samples were run on a Rotor-Gene 6000 (Corbett Research) using the temperature cycling conditions of: 10 minutes at 95°C followed by 40 cycles of 95°C for 15 seconds, 57°C for 15 seconds and 72°C for 20 seconds. A final melt-curve step was included post-PCR (ramping from 72°C–95°C by 1°C every 5 seconds) to confirm the absence of any non-specific amplification. The efficiency of PCR for each primer pair was assessed using a serial dilution of 100 ng to 0.01 ng of cDNA. Each qRT-PCR experiment consisted of three independent biological replicates with three technical replicates for each. Data were analysed according to the ΔΔC_T_ method [36], using the geometric mean of three selected housekeeping genes (actin, *para* which encodes the voltage gated sodium channel, and *ace*, which encodes acetylcholinesterase) for normalisation according to the strategy described previously [37].

### Determination of P450 gene copy number by quantitative PCR

Quantitative PCR was used to determine *CYP6CY3* gene copy number essentially as described above but using genomic DNA as the template. For this DNA from three pools of five 15 day-old adult aphids were extracted using the DNeasy Plant DNA Mini Kit (Qiagen) and using RNase A to remove contaminating RNA. DNA quality and quantity was assessed by spectrophotometery (Nanodrop Technologies) and by running an aliquot on a 1.5% agarose gel. The DNA was then diluted to 2.5 ng/ul and 4 µl used in PCR as detailed above. Data were analysed according to the ΔΔC_T_ method [36] and normalised independently using three genes, *para* (present in two copies in diploid insect genomes), *ace* (present in four copies in *M. persicae*) and actin where the exact gene copy number is unknown but is thought to be multi-copy [10].

### Rapid amplification of cDNA ends and amplification of full length cDNA from *CYP6CY3*

Five prime RACE was carried out using the RLM-RACE kit (Ambion) following the manufacturer's instructions. RACE was performed on RNA extracted from both the 4106A and 5191A *M. persicae* clones. The gene-specific primers for this purpose (Mpcyp6 mid r, Mpcyp6 mid r2, Mpcyp6 5′ outer R and Mpcyp6 5′ inner R) are detailed in Table S2. PCR products were recovered from agarose gels, cloned using the Strataclone PCR Cloning kit (Stratagene) and sequenced using the ABI BigDye Terminator Cycle Sequencing kit and T3/T7 primers. To verify the assembly the full length coding sequence of *CYP6CY3* was amplified by nested PCR using primers Full F1 and Full R1, followed by Full F2 and Full R2 (Table S1). PCR reactions (20 µl) contained 4 µl of cDNA (10 ng), 1.5 units of Pfu DNA polymerase (Promega) and 0.5 µM of each primer and were subjected to cycling conditions of: 2 minutes at 94°C followed by 35 cycles of 95°C for 30 seconds, 57°C for 30 seconds and 72°C for 4 minutes. PCR products were purified and cloned and sequenced as above or sequenced directly using primers Full F2, Full R2, Mpcyp6 mid r and Mpcyp6 mid r2 (Table S2).

### Membrane preparation and radioligand binding assays

Aphids of mixed ages (∼0.5 g) were homogenised in ice cold 10 mM phosphate buffer (pH 7.4) with 0.32 M sucrose, 1 mM EDTA, 1 µM leupeptin, 1 µg/ml pepstatin, 250 µM PMSF and 2 µl/ml protease inhibitor cocktail P-8340 (Sigma-Aldrich, UK) using a Polytron homogeniser. The homogenate was centrifuged for 10 min at 700 *g* (4°C) and the resulting supernatant passed through four layers of synthetic mesh before being re-centrifuged for 1 h at 105000 *g* (4°C). The pellet was resuspended in 10 mM phosphate buffer (pH 7.4) and the protein concentration measured using the DC protein assay (Bio-Rad laboratories) with bovine serum albumin as a standard. For the binding assay, 300 µg of membranes were incubated with 3 nM [^3^H] imidacloprid in a total volume of 300 µl. Non-specific binding was determined by blocking the nAChRs with 1 mM carbamylcholine and 1 mM nicotine prior to the addition of [^3^H] imidacloprid. The samples were incubated for 2 hours at 4°C on a shaker, filtered through Whatman GF/B filters pre-soaked in 0.5% polyethylenimine and washed with 10 mM phosphate buffer (pH 7.4) using a cell harvester (Brandel, Bethesda, MD). The assay was repeated three times for each clone.

### Sequence analysis of *M. persicae* nAChR subunits

Total RNA was isolated from individual 4106A and 5191A adult aphids using Trizol (Invitrogen) following the manufacturer's protocol. First strand cDNA was synthesised from total RNA (1 µg) using SuperScript II reverse transcriptase (Invitrogen) and oligo-dT primer (100 ng). PCR amplification was performed using PCR Master Mix (Promega) and gene-specific oligonucleotide primers designed to the published nAChRα1 (X81887), nAChRα2 (X81888), nAChRα3 (AJ236786), nAChRα4 (AJ236787) and nAChRβ1 (AJ251838) sequences (see Table S2). The cycling conditions were 2 min at 94°C followed by 35 cycles of 30 sec at 94°C, 30 sec at 50°C and 1 min at 72°C and a final extension step of 5 min at 72°C. Amplicons of the expected size were ethanol precipitated and sequenced directly in both directions using the BigDye mix (Applied Biosystems).

### Imidacloprid penetration assay

For the [^3^H] imidacloprid penetration assay three replicates of ten aphids each were used for each time point for both the susceptible (4106A) and resistant clone (5191A). Individuals of both clones were dosed with a sub-lethal dose of imidacloprid (0.14 ppm). A 0.25 µl drop of acetone containing 0.14 ppm [^3^H] imidacloprid was applied to each individual using a microapplicator (Burkard Manufacturing Ltd, UK). Samples (three replicates) from each clone were taken after 0.5, 1, 5, 10, 20 and 50 h to measure the degree of insecticide penetration. Aphids from each replicate were pooled in a tube and washed three times with 50 µl methanol. The three washes containing the imidacloprid on the cuticle were pooled together in a scintillation vial. The radiolabeled imidacloprid levels in the washes were measured by liquid scintillation spectrometry by adding 4 ml scintillation liquid (Ultima Gold, Perkin Elmer Inc. MA) over the methanolic extract, mixing and counting for 10 minutes. In addition, ten drops (0.25 µl) of the dosing solution was added to a glass filter paper, placed in 4 ml scintillation liquid and counted for the total number of counts expected per replicate. Results were expressed as a percentage of the total imidacloprid added to the treatment.

### Sequence analysis

Molecular mass and isoelectric point were predicted by Compute pI/Mw tool (http://us.expasy.org/tools/pi_tool.html). The N-terminal transmembrane anchor of deduced proteins was predicted by the TMHMM Server v. 1.0 (http://www.cbs.dtu.dk/services/TMHMM/). DNA and predicted protein sequences were assembled, analysed and aligned using the Vector NTI Advance 10 package (Invitrogen). The full P450 gene sequence identified in this study was named by Dr David Nelson (Department of Molecular Science, University of Tennessee, Memphis) in accordance with the P450 nomenclature committee convention [15].

## Supporting Information

Figure S1 An amino acid alignment of *Acyrthosiphon pisum* CYP6CY3 with five partial EST gene sequences encoding P450s identified by microarray with elevated expression in the insecticide resistant *M. persicae* clone 5191A.
(0.10 MB DOC) Click here for additional data file.

Table S1 Genes identified by microarray analysis significantly differentially transcribed between the insecticide resistant *M. persicae* clone 5191A and the susceptible clone 4106A. Microarray array analysis identified 273 genes significantly differentially transcribed between the insecticide resistant clone 5191A and the susceptible clone 4106A. The full list of these genes along with Log2, calculated fold-change values and a description based on the closest BLAST hit is detailed.
(0.08 MB XLS) Click here for additional data file.

Table S2 Sequences of primers used in this study. Primer sequences are listed along with the purpose for which they were used.
(0.03 MB XLS) Click here for additional data file.

# Supplementary material for: Amplification of a Cytochrome P450 Gene Is Associated with Resistance to Neonicotinoid Insecticides in the Aphid Myzus persicae
**Source:** PLoS Genet. 2010 Jun 24;6(6):e1000999. doi: 10.1371/journal.pgen.1000999
**Supplement:** Figure S1 — An amino acid alignment of Acyrthosiphon pisum CYP6CY3 with five partial EST gene sequences encoding P450s identified by microarray with elevated expression in the insecticide resistant M. persicae clone 5191A. (0.10 MB DOC)

**Supplementary Figure 1. An amino acid alignment of *Acyrthosiphon pisum* CYP6CY3 with five partial EST gene sequences encoding P450s identified by microarray with elevated expression in the insecticide resistant *M. persicae* clone 5191A.**

How the deposited data were processed for this re-analysis (not part of the article)

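The experiment compared RNA of the neonicotinoid resistant *M. persicae* clone 5191A with RNA of the susceptible clone 4106A in 4 pairs of pools, each pair hybridised on 2 arrays with the dyes swapped. Pools, dyes and replicate numbers were taken from the sample labels and the methods. All 8 arrays entered the analysis. Slide 1 holds the 4 arrays with 4106A in Cy5 and slide 2 the 4 with 5191A in Cy5.

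The authors scanned the arrays and deposited the output of Agilent's Feature Extraction for each one, with the mean intensity of every spot in Cy5 and Cy3, the median intensity of the local background, and processed signals that the software had background-subtracted and dye-normalized. They also deposited a table of log10 ratios of Cy5 over Cy3, which equals the log ratio column of the scanner files spot by spot (largest difference 0), is not centred further and is not turned for the dye swaps. Its median was 0 on every array. In that table 5143 of the 43223 probes stand at exactly 0 on all 8 arrays, and none of them is among the probes tested. The authors' own lowess values and their SAM input were not analysed here.

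The intensities were processed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Background was corrected by normexp with an offset of 50, and log2 ratios were normalized within each array by loess with a span of 0.33 and 4 iterations, with control spots and spots marked as outliers at weight 0. Ratios of outlier spots were then left out, and saturated spots were kept. Every ratio was turned to 5191A over 4106A, and the 2 arrays of a pair of pools were averaged. No probe is on more than 1 spot. Probes with a mean intensity over 300 in at least 1 clone were kept, 24994 of 43223, and 51 of these had no ratio in 1 replicate. Log2 ratios were tested against 0 with lmFit and eBayes over the 4 replicates, and p-values were adjusted by the Benjamini-Hochberg method. The offset draws the ratios of dim probes toward 0. The paper's methods state the limit of 300, the lowess span, the 2-fold limit and a false discovery rate of zero by SAM, and its text does not state whether SAM took the 8 arrays or the 4 dye swaps, so that both were run as alternatives. For SAM over 8 arrays 100 random sign changes were drawn, of which 83 were distinct, and over 4 dye swaps all 16 were used. Both forms of SAM also required a change over 2-fold. SAM over 8 arrays counts the 2 arrays of a dye swap as separate replicates, although they share their pools and only 4 replicates are biological.

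The procedure was tested on simulated data for the comparison of 5191A with 4106A. Of 200 probes changed among 25722, limma called 197 in the right direction (98.5%) and 1 unchanged probe, and SAM called 197 and 0. The changed probes were all bright, with changes over 2-fold, and no spot was left out as an outlier. The spread of the replicates was set in advance, independently per probe, with no replicate that stood apart. The data differ in these points, so that the 98.5% does not measure recovery there. On the data limma called 1448 probes and SAM over 4 averaged dye swaps 220.

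Pools of the same number share their 2 arrays, which is where the pairing comes from. The deviations of same-numbered pools from their clone means correlated at 0.843, 0.319, 0.701 and 0.163 across probes, and those of pools of other numbers at -0.666, 0.13, 0.0904 and 0.248 in the mean, so that in replicate 4 the correlation with other numbers was the higher. The ratio within an array holds this pairing already, and a fit of the 8 arrays with a dye and slide term and a biological replicate block called 1521 probes against 1448.

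Gene family sets were made from the descriptions in the array files and tested with camera at a preset correlation of 0.01 and with fry, over probes measured in all replicates. In the fit with the replicate block and in those of each slide alone, a probe needed a ratio on every array used. None of the sequence identifiers of the array matched the table of RefSeq genes of the MPER_G0061.0 assembly (0 matches), so the names of the array files and of Tables 2 and S1 were kept. Many of these names are those of the closest match in another insect.

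Probes are named in the text by a rule set before the data were examined: every probe of Table 2, whose values in the paper had been seen, the 4 glutathione S-transferase probes and the CYP6A2 probe of Table S1, all probes named as actin, sodium channel or acetylcholinesterase, and the 10 probes with the largest change in each direction among those called with the same sign on all 8 arrays. This gave 89 probes. Other probes that are named were chosen after their values were seen.

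The alternatives were Agilent's processed signals, no background correction, a normexp offset of 0, median centring, loess followed by Aquantile, the deposited log ratios, 3 other filters on dim probes, each slide alone, the replicate block, separate channels, 2 forms of SAM, an intensity trend in limma, an adjusted p under 0.01, and each replicate left out in turn. Keeping the outlier spots was added after the data had been seen. Aquantile leaves the ratios as they are, so that this alternative gives the same values by construction. No sequencing depth applies to arrays, and their number limits the precision. The quantitative PCR, copy number, bioassay, penetration and binding experiments were not analysed here.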

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

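The tests of the sequence groups and of the spots marked as outliers in this part were chosen after the results were seen, and the splits of the pools were planned. Of 100 groups of values checked for a sample far from the others, 12 had one, where chance gives about 5.

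Limma called 1243 probes outside the copy of Table S1 used here, 851 higher and 392 lower in 5191A. The full length of the paper's list is not known, so that some of the 1243 may be on it. Without replicate 1 the 851 and 392 became 371 and 168, without replicate 2 243 and 163, without replicate 3 254 and 71, and without replicate 4 1014 and 640. Among those with the same sign on all 8 arrays, the largest were CUST_30082_PI410703081, with a log2 ratio of 3.65 (adjusted p = 0.0061), and M_persicae6331a, with -3.66 (adjusted p = 0.0016), where 5191A was well above background on only 1 of 8 arrays, so that the second value and its rank depend on the offset added to dim signals. Neither is named in the array files, and the first was chosen after its value was seen. Larger increases were found in probes with a ratio on only 7 arrays, which were also chosen after their values were seen. CUST_29956_PI410703081 had a log2 ratio of 7.15 and CUST_24686_PI410703081 of 6.97, both higher in 5191A on 7 of 7 arrays with an adjusted p of 5e-05 and with 4106A well above background on 5 of 8 arrays, outside Table S1 and not named. Chance in the grouping of the pools cannot be excluded by splits of the pools. The pools are paired by array, and only 8 splits part every pair, so that the smallest share they allow is 0.125. In the fit of separate channels, which called 1087 probes, 833 higher and 254 lower, the real split was the only one of these 8 with as many calls in both directions together, higher or lower (1 of 8), and no other of them called more than 1 probe. The remaining splits of all 35 put pools of the same array on one side. The difference between the clones stays in the spread of every split but the real one, which lowers their counts. A biological difference between the clones is the one the design names, and the clones may differ in many ways besides resistance, which was not tested.

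The largest group of probes joined by shared runs of 20 bases holds 186 probes, of which 165 were called, all higher in 5191A. None is in Table S1, and 182 have no name. Its median log2 ratio was 2.06, 2.07 and 2.07 in replicates 1 to 3 and -0.0109 in replicate 4, which stood far from the others. The second group, of 125 probes with 106 called, had 2.49, 2.46, 2.46 and 0.114 in the 4 replicates. The calls rest on few replicates, since 1, 1 and 0 probes of the first group and 7, 5 and 0 of the second were called without replicate 1, 2 or 3, and 185 and 125 without replicate 4. On slide 1 alone 104 and 62 were called. A dye or slide effect is argued against by the values of the 2 dye orientations, which differed within a replicate by at most 0.217 in the first group's median and 0.437 in the second group's, where replicate 4 lay 2.07 and 2.35 below the lowest of the other replicates. Saturation is argued against too, with 0 saturated spots of the first group on the replicate 4 arrays. Whether the probes of the first group read transcripts of one family stays open. Their median correlation to the rest of the group was 0.998 over the 4 replicates, but this profile is the drop in replicate 4 by which the group was noticed, so that the correlation decides nothing. In replicate 4 the median level of the first group was 15.87 in 5191A and 15.88 in 4106A on the log2 scale, against 16.87 to 17.09 and 14.74 to 15.05 in the other pools, so that both pools of that replicate moved. What the sequences are, and whether aphids of replicate 4 differed in a condition that the labels do not give, was not tested. On both arrays of replicate 4, 0 spots of any probe were saturated in either channel, which argues against saturation in the second group too.

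The array of replicate 1 with 4106A in Cy5 had 4827 probes marked as outliers, against 258 or fewer on each other array. They were concentrated on the array, with 55.9% of them in 133 of its 532 rows, from row 104 to row 236, where 100 random placements gave at most 27.2%. A local defect of that array is a candidate explanation. It touched 421 of the called probes, whose replicate 1 value then rests on the other array. Keeping these spots, an alternative chosen after seeing the data, gave 1437 called probes. No biological explanation was tested.

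Single replicates also stood apart for 9 of the named probes. Replicate 1 was the lowest for M_persicae3580a, at 2.51, and CUST_3095_PI410703081, at 2.52, both cuticular proteins, and for M_persicae5535a, an acetylcholinesterase-like sequence that was too dim to be tested, at -0.279. The 2 cuticular protein probes had a ratio on only 7 arrays, so that their replicate 1 value rests on 1 array. They also share a run of more than 20 bases and are not separate cases. Replicate 2 was the highest for the cuticular protein probe M_persicae7126a, at 2.00, and the lowest for M_persicae15197a, at 3.83. Replicate 3 was the lowest for the cuticular protein probe CUST_26222_PI410703081, at 2.28. Replicate 4 was the lowest for the cuticular protein probe CUST_26042_PI410703081, at 1.64, and the highest for the actin probe M_persicae1658a, at 0.519, and the acetylcholinesterase probe M_persicae2788a, at 0.309, where the other replicates were at -0.516 or lower. These are 9 of 89 named probes, where chance gives about 1 in 20, and the 9 are not all independent. No explanation, technical or biological, was tested for them.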

How the results depend on the processing

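The alternatives were chosen before the data were examined, apart from keeping outlier spots. Loess followed by Aquantile leaves ratios unchanged and so tests nothing.

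In both directions together 1448 probes were called, and 891 with an intensity over 300 in both channels of every array, 892 by SAM over 8 arrays, 220 by SAM over 4 averaged dye swaps and 527 at an adjusted p under 0.01. The 892 come from a test that counts the 2 arrays of a dye swap as separate replicates. All but 2 of the 892 and each of the 891, 220 and 527 are among the 1448, as 890, 891, 220 and 527 shared calls. Probes called higher, 988, became 647, 586, 162 and 369 in the same order, and probes called lower, 460, became 244, 306, 58 and 158. The fewer probes tested (16957) and the stricter limit account by construction for the first and last, and for SAM the cause was not tested. Probes called lower rose to 701 with Agilent's processed signals, 695 with the deposited log ratios and 694 with median centring, and the cause was not tested. Leaving out each replicate in turn gave 527 to 1861 called probes, 378 to 1151 higher and 137 to 710 lower. Without replicate 4 more were called, 1861, and without replicates 1, 2 and 3 fewer, 747, 606 and 527.

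The fit of the 8 arrays with the replicate block called 1521 probes, 1033 higher and 488 lower, and the fit of separate channels with no replicate block 1087, of them 254 lower, the cause of which was not tested. The block changed no call of a named probe. It changed 2 gene family sets. The glutathione S-transferase set, with the median unchanged at -0.395, passed the threshold (adjusted p = 0.00036 by camera), and the cytochrome P450 set, with its median still at -0.185, was placed higher (adjusted p = 0.026) in place of lower, so that median and test differ in sign, the cause of which was not tested. Over all alternatives, the adjusted p of the glutathione S-transferase set lay between 0.00036 and 0.58 and that of the cytochrome P450 set between 0.026 and 1.

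For the lists of the paper, the limit on both channels of every array lowered the calls by leaving probes untested, to 3 of 5 esterase probes, 19 of 32 cuticular protein probes, 1 of the 5 glutathione S-transferase and CYP6A2 probes and 82 of the probes of Table S1. The median of the cuticular protein probes, 1.83, moved to 2.13 with Agilent's processed signals and with the deposited log ratios, and to 1.68 with median centring, which puts the median of all tested probes at -0.14. The carboxylesterase set was no longer past the threshold with the limit on both channels, with a median of -0.0225 and an adjusted p of 0.30 by camera, or on the arrays of slide 2 alone, at 0.00803 and 0.12. Without replicate 2 its adjusted p was 0.062, and its median lay between 0.0685 and 0.159 with each replicate left out. Over all alternatives its adjusted p lay between 7.8e-08 and 0.30. The cause was not tested.

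The 7 CYP6CY3 probes were called under every alternative, as were the 5 esterase probes apart from the limit on both channels. The probe of contig 3118 was called throughout, with log2 ratios between 5.63 and 6.31. No named probe that was called changed sign under an alternative that tested it. The signal over background limits the dim probes: the files show between 56.4% and 72.1% of the probes well above background per clone and array.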

Differences from the paper's values

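The alternatives named in this part were set before the data were examined. Limma called 1448 probes, where the paper reports 273 genes, 988 higher, where the paper reports 174, and 460 lower, where the paper reports 93. SAM over the 4 averaged dye swaps gave 220 and 162, within 1.5 times of the paper's 273 and 174, and 58 lower, which is not. Without replicate 3, 137 were called lower, within 1.5 times of the paper's 93. The other alternatives differed for these counts. The smallest fold of the esterase probes of Table 2 was 6.41, and the paper gives 13. It was 11.2 with a normexp offset of 0, 18.8 with Agilent's processed signals and with the deposited log ratios, and 18.3 with an intensity over 300 in both channels of every array, where fewer esterase probes are left, and these did not differ. The remaining alternatives did.

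Of 54 named probes that Table S1 lists and that were well above background in both clones on at least 1 array, 22 had a log2 ratio that differed from the paper's by more than 1 SD of the replicates, all with the sign of the paper's. In 15 the ratio here was the smaller in size and in 7 the larger. With a normexp offset of 0, 9 of 53 differed. For 7 further probes 1 clone was not well above background on any array, and only a lower bound can be set beside the paper's value. None of these bounds was over the paper's fold, the smallest being at least 1.23-fold lower for CUST_15513_PI410703081 (the paper's fold is 2.74) and the largest at least 36.8-fold higher for M_persicae851b (the paper's fold is 99.5). The bounds were computed from the levels after loess and Aquantile on all arrays.

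For 11 probes only the offset of 0, of all alternatives, came within the replicate SD of the paper's value. The log2 ratios were 2.68 for CUST_15734_PI410703081 (the paper's value is 3.74), 2.41 for CUST_23572_PI410703081 (the paper's value is 2.85), 1.32 for CUST_34555_PI410703081 (the paper's value is 1.86), 1.63 for CUST_3455_PI410703081 (the paper's value is 2.25), 0.90 for CUST_3875_PI410703081 (the paper's value is 1.11) and 5.66 for M_persicae851a (the paper's value is 6.52). Further ratios were 5.50 for M_persicae5596a (the paper's value is 6.38), 4.15 for M_persicae9366a (the paper's value is 5.11), 4.02 for M_persicae15197a (the paper's value is 4.30), -6.43 for M_persicae4817a (the paper's value is -7.04) and -3.64 for CUST_27523_PI410703081 (the paper's value is -4.87).

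For other probes no alternative did. The log2 ratios were 1.54 for CUST_9030_PI410703081 (the paper's value is 1.28), 1.32 for CUST_8485_PI410703081 (the paper's value is 1.07), 1.44 for CUST_31316_PI410703081 (the paper's value is 1.15), -1.69 for CUST_33538_PI410703081 (the paper's value is -2.01) and 4.01 for CUST_4522_PI410703081 (the paper's value is 4.28). A probe under the limit on intensity, which only the alternative without that limit tested, likewise differed there, with 0.98 for CUST_33856_PI410703081 (the paper's value is 1.45).

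For CUST_3815_PI410703081 the log2 ratio was 2.20 and the paper's value is 1.92, and the ratio came within the replicate SD of it with median centring, slide 2 alone, without replicate 2, without replicate 4. For M_persicae4585a the log2 ratio was 1.86 and the paper's value is 1.68, and the ratio came within the replicate SD of it with median centring, slide 2 alone. For CUST_1254_PI410703081 the log2 ratio was 1.67 and the paper's value is 1.43, and the ratio came within the replicate SD of it with median centring, slide 2 alone, without replicate 4. For M_persicae3047a the log2 ratio was 1.88 and the paper's value is 1.77, and the ratio came within the replicate SD of it with Agilent's processed signals, median centring, the deposited log ratios, slide 2 alone, without replicate 2, without replicate 4. For CUST_7817_PI410703081 the log2 ratio was 1.74 and the paper's value is 2.23, and the ratio came within the replicate SD of it with Agilent's processed signals, a normexp offset of 0, the deposited log ratios, slide 2 alone.

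The cuticular protein probe CUST_3875_PI410703081 and the probes CUST_33856_PI410703081, CUST_15513_PI410703081 and CUST_22002_PI410703081, which Table S1 lists as changed, were not called here. The first was called with a normexp offset of 0, at 1.07, and at 1.30 with Agilent's processed signals and the deposited log ratios. The last was not well above background in either clone on any array. Of the probes of Table S1, 60 were not called here. Of these 60, 13 were called with Agilent's processed signals, 13 with a normexp offset of 0, 13 with the deposited log ratios, 8 without the limit on intensity, 8 on slide 1 alone, 7 with median centring, 6 among probes well above background in a clone on all arrays, 3 without replicate 1, and 2 each without background correction, on slide 2 alone and without replicate 4.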

Other observations

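The medians by slide of the glutathione S-transferase probes and the test of duplicate probes were planned. The actin, acetylcholinesterase and sodium channel probes were named by a rule set before the data were examined. The same rule named the probes with the largest change in each direction among those called with the same sign on all arrays. The other tests in this part were chosen after the results were seen.

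Ratios were smaller in replicate 4. The SD of the log2 ratios of the tested probes was 0.739, 0.686, 0.601 and 0.43 in the 4 replicates, and replicate 4 correlated with the others at 0.567 to 0.649 across probes. Among called probes outside Table S1 the mean absolute log2 ratio in replicate 4 was 45.8% of that in the others, and among called probes of Table S1 89.5%. A single poor array is argued against, since both arrays of replicate 4 had SDs under those of the other 6, the larger at 0.492. RNA of the clones mixed in that replicate is argued against by the esterase probes of Table 2, whose median log2 ratio was 4.91 there and 4.68 or less in the others. Signals near background do not account for it either, since among the 392 brightest called probes outside the 2 largest sequence groups replicate 4 still stood at 69.6%. A difference in the state of the aphids of that replicate stays open, and the labels give nothing that could test it.

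The 5 tested probes named as phytoene or lycopene enzymes, which make carotenoids, had a median log2 ratio of 1.08, and 3 were called higher in 5191A. M_persicae4572a, named as phytoene synthase and not in Table S1, had 2.94 (SE 0.24, adjusted p = 0.004 by limma), and CUST_25504_PI410703081, which is in Table S1, had 2.42. M_persicae8968a, which Table S1 describes as similar to a phytoene dehydrogenase and the array files leave unnamed, was not among the 5, and was at least 65.6-fold higher in 5191A, where 4106A was not well above background on any array. CUST_3086_PI410703081, described and left unnamed in the same way, was at least 21.4-fold higher, again with 4106A not well above background on any array. The carotenoid probes were chosen after their values were seen, though CUST_3086_PI410703081 had also been named by the rule for the largest changes. The median of the 5 was 1.52 in replicate 4, which argues against the difference between replicate 4 and the others as their source. For the 129 cuticular protein probes the median in replicate 4 was 0.677, within the range of the others, which argues against it there too. No explanation in the biology of the clones was tested.

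The probes of Table 2 were listed by the study because they were higher on these arrays, so that the cytochrome P450 probes left after removing them are lower in part by selection, and their median shows no change of the family. These 45 tested probes had a median log2 ratio of -0.458, where that of all 51 was -0.185, with 1 called higher and 12 lower, and the lower calls became 5 without replicate 2 and 2 without replicate 3. The median was -0.758, -0.51 and -0.336 in replicates 1 to 3 and -0.121 in replicate 4. Whether the value in replicate 4 belongs to the difference between that replicate and the others cannot be told apart from the spread of the replicates. The 35 glutathione S-transferase probes had medians of -0.236 on slide 1 and -0.555 on slide 2, below 0 in both orientations. On each slide alone 10 of them were called lower, the same 10 on both, and 0 were called in opposite directions, which argues against a dye or slide effect, whose sign would change with the orientation. Their median was -0.0982 in replicate 4 and -0.0976 in replicate 2. Without replicate 3 only 4 were called lower, and 4 higher. Since the members went both ways, the difference of replicate 4 cannot be told apart from the spread of the replicates there.

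Contigs with a pair of tested probes gave 2061 comparisons, and the log2 ratios of the pair differed by 0.067 in the median. In 90 contigs both probes were called in one direction, in 24 only 1 was, and in 0 they were called in opposite directions. In 2 contigs the probes were over 2-fold apart, and 100% of these had a probe not well above background on every array, against 18.7% of the others. This difference passes 0.05 (two-sided Fisher's exact test, p = 0.035), so that dim probes are a candidate explanation, which rests on 2 contigs.

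None of the 16 actin probes was called by limma, since each was under 2-fold, with log2 ratios from -0.315 to 0.603. Of the 16, 9 had an adjusted p under 0.05, and at an unadjusted p under 0.05 9 were higher and 2 lower in 5191A. SAM called 0 over the 8 arrays and 0 over the 4 averaged dye swaps. Its 2-fold limit fixed that in advance, so that it says nothing on smaller differences. Their median was 0.268, and 0.151 to 0.274 over the ways of scaling. Of 4 acetylcholinesterase probes 3 were tested and 0 called, with log2 ratios from -0.756 to -0.36, and 2 had an adjusted p and an unadjusted p under 0.05. Both forms of SAM called 0 of them, which the 2-fold limit again fixed in advance. In median they were at -0.529, and at -0.706 with median centring. No probe is named in the files as the voltage gated sodium channel itself. Of 2 probes named after a sodium channel modifier, the 1 tested had 0.415 with an adjusted p of 0.025, under 2-fold.

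Among called probes with the same sign on all 8 arrays, the 10 with the largest fitted change in each direction had adjusted p of at most 0.0023 and 0.0099. Their order depends on the offset added to dim signals. The 7 higher and 5 lower ones that were well above background in both clones on at least 1 array had log2 ratios from 4.01 to 5.92 and from -6.43 to -3.33, and 3 and 4 of them were dim in 1 clone on some array. M_persicae4817a had -6.43 (adjusted p = 0.00016), with 5191A well above background on 6 of 8 arrays. For the other 3 probes higher in 5191A, 4106A was not well above background on any array, with bounds of at least 16.3-fold to at least 36.8-fold higher, and for the other 5 lower ones, 5191A was not, with at least 5.39-fold to at least 9.46-fold lower. All 10 of the first and 5 of the second are in Table S1.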
